# Coadaptation of the chemosensory system with voluntary exercise behavior in mice

**DOI:** 10.1371/journal.pone.0241758

**Published:** 2020-11-25

**Authors:** Quynh Anh Thi Nguyen, David Hillis, Sayako Katada, Timothy Harris, Crystal Pontrello, Theodore Garland, Sachiko Haga-Yamanaka

## Abstract

Ethologically relevant chemical senses and behavioral habits are likely to coadapt in response to selection. As olfaction is involved in intrinsically motivated behaviors in mice, we hypothesized that selective breeding for a voluntary behavior would enable us to identify novel roles of the chemosensory system. Voluntary wheel running (VWR) is an intrinsically motivated and naturally rewarding behavior, and even wild mice run on a wheel placed in nature. We have established 4 independent, artificially evolved mouse lines by selectively breeding individuals showing high VWR activity (High Runners; HRs), together with 4 non-selected Control lines, over 88 generations. We found that several sensory receptors in specific receptor clusters were differentially expressed between the vomeronasal organ (VNO) of HRs and Controls. Moreover, one of those clusters contains multiple single-nucleotide polymorphism loci for which the allele frequencies were significantly divergent between the HR and Control lines, i.e., loci that were affected by the selective breeding protocol. These results indicate that the VNO has become genetically differentiated between HR and Control lines during the selective breeding process. Although the role of the vomeronasal chemosensory receptors in VWR activity remains to be determined, the current results suggest that these vomeronasal chemosensory receptors are important quantitative trait loci for voluntary exercise in mice. We propose that olfaction may play an important role in motivation for voluntary exercise in mammals.

## Introduction

Chemical senses are involved in many aspects of behavior. Olfaction is especially important for controlling such intrinsically motivated behaviors as food-seeking, social interactions, and reproductive- and fear-driven behaviors [1]. An ethologically relevant cue is sensed by chemosensory receptors expressed in the sensory organs, which activate a specific neural circuitry for behavioral motivation and induces an appropriate behavioral output in a specific context [2–5]. Comparative functional studies involving insect model species propose a model wherein molecular evolution of chemosensory receptors is sufficient to induce changes in neural circuit activity and behavioral patterns [6]. Thus, ethologically relevant cues, receptors, neural circuitries, and behavioral habits are likely to evolve together (coadapt) in response to natural and sexual selection.

One olfactory organ, the vomeronasal organ (VNO), occurs in some amphibians, squamates, and some mammals, including rodents. The VNO is known to detect intraspecific signals known as pheromones that trigger behavioral and physiological changes in receivers [2]. Pheromones are non-volatile peptides and small molecular weight compounds that are excreted in such fluids as urine and tears. These molecules are taken up from the environment to the VNO by direct contact and activate the vomeronasal sensory neurons (VSNs) [7, 8]. Generally, each VSN expresses a member of the vomeronasal receptor families: *type 1 vomeronasal receptors* (*Vmn1rs*), *type 2 vomeronasal receptors* (*Vmn2rs*), and *formyl peptide receptors* (*Fprs*), with some exceptions [9–13]. The signals detected by these receptors in the VSNs are axonally sent to glomerular structures and synaptically transmitted to the postsynaptic neurons, also known as mitral-tufted cells, in the accessory olfactory bulb (AOB) [14, 15]. The signals are then processed in the amygdala and hypothalamus, which induce the animal’s instinctive behavioral responses and endocrinological changes [2, 16, 17].

Rapid evolution of the receptor genes is a pronounced feature of the vomeronasal system [18–31]. Different species of animals have divergent family members of vomeronasal receptor genes [23, 26–28, 32, 33]. Even within the *Mus musculus* (house mouse) species complex, variation in the coding sequence is frequently observed [18]. Moreover, the abundance of receptor genes expressed in the VNO varies even among different inbred mouse strains [34]. Distributions of single nucleotide polymorphisms (SNPs) observed in lab-derived strains are non-random, and correlated with vomeronasal receptor phylogeny as well as genomic clusters [18]. These observations led us to hypothesize that selective breeding for a behavior that is modulated by chemosensory signals would induce an alteration in genomic clusters of vomeronasal receptors that are potentially involved in the behavior.

Voluntary wheel running (VWR) is an intrinsically motivated behavior, and even wild mice run on a wheel placed in nature [35]. Notably, VWR is one of the most widely studied behaviors in laboratory rodents [36–38]. Individual differences in VWR are highly repeatable on a day-to-day basis, the trait is heritable within outbred populations of rodents, and genes and genomic regions associated with VWR are being identified [39]. Moreover, some of the underlying causes of variation in VWR have been elucidated, in terms of both motivation and ability for voluntary exercise [37, 40, 41]. Importantly, a previous study demonstrated that the presence of conspecific urine increased VWR activity level in adult wild-derived mice [42], suggesting that external chemosensory cues also have a modulatory role in VWR activity.

We have established 4 independent, artificially evolved mouse lines by selectively breeding individuals showing high VWR activity (High Runners; HRs), along with 4 independent, non-selected Control lines over 88 generations [43, 44]. Briefly, all 4 HR lines run ∼2.5–3.0-fold more revolutions per day as compared with the 4 Control lines [45, 46]. Studies of mice allowed access to clean wheels or those previously occupied by a different mouse revealed that HRs show higher sensitivity to previously-used wheels and display greater alteration in daily wheel running activities than the Controls [47]. This result suggests that selective breeding for high running activity was accompanied by altered sensitivity to other individuals, suggesting a potential coadaptation of the chemosensory system with voluntary wheel running.

In this study, we examined whether selective breeding for VWR has differentiated the vomeronasal receptor genes between HR and Control lines. We found that a repertoire of receptor genes was differentially expressed between the VNO of HR and Control lines, which resulted from reduction or increase of specific vomeronasal receptor-expressing cells in the VNO of HR lines. We also found that this gene expression change was partially due to the genetic alteration upon selective breeding for VWR, suggesting a relationship between high running activity and the function of the VNO in HR lines. Taken together, our results indicate vomeronasal receptors as quantitative trait loci (QTL) for voluntary exercise behavior in mice.

## Results

### Differential expression of vomeronasal receptors in the VNO of HR and Control lines

To examine the impact of selective breeding for VWR activity on receptor gene expression in the VNO, we conducted transcriptome analysis of the VNO from both males and females of HR and Control lines. For each sex and replicate line of the 4 HR and 4 Control lines, total RNA samples were prepared, each consisting of the combined VNOs from 3 individual mice. 

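The data held 16 libraries, 1 male and 1 female library for each of the 4 HR lines (lines 3, 6, 7 and 8) and each of the 4 Control lines (lines 1, 2, 4 and 5). The mice were 12 weeks old and came from generation 88. Ribosomal RNA was depleted, and single-end reads of 75 nucleotides were sequenced. The authors aligned the reads to GRCm38 with STAR, accepting no mismatch and no read that mapped to more than 1 location. A read that crosses a base at which a mouse differs from the reference genome can therefore be lost, and a read that paralogs share is not counted. For each sex, the authors deposited the number of reads counted on each gene, without normalization, and a table of RPKM. Between 15998552 and 70875276 reads per library were counted on genes, with a median of 37366329. The median was 45597912 (28962284 to 67406690) in Control males, 38581030 (34588784 to 46384480) in HR males, 27604943.5 (15998552 to 70875276) in Control females and 36379713.5 (26301664 to 44171726) in HR females. The paper's reported depth is about 1400 M reads per sample, and the values here rest on the deposited counts. Counts were normalized by edgeR's TMM method over all libraries. Genes with low counts were removed by edgeR's filterByExpr with a minimum count of 10, which left 16507 of 24407 genes. HR and Control lines were compared by edgeR's quasi-likelihood test with sex as a covariate, *p* was adjusted by the Benjamini-Hochberg method over all genes tested, and the threshold was an adjusted *p* of 0.05. Levels are given in CPM, counts scaled to the normalized library size without a term for gene length, as the mean ± SD of 4 lines, with the male and the female library of a line averaged. Positions are those of GENCODE release 21 on GRCm38.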

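In the comparison of the 8 HR libraries with the 8 Control libraries, 4 of 16507 genes had an adjusted *p* under 0.05, 3 of them higher and 1 lower in HR lines, and 545 genes had an unadjusted *p* under 0.05. *Cplx1* (ENSMUSG00000033615.9) lies on chromosome 5 from 108518554 to 108550024. Its level was 1.11 ± 0.233 CPM in HR lines and 0.339 ± 0.0645 CPM in Control lines (SD, n = 4 lines each), from 5 to 61 counts per library. The log2 fold change was 1.67 (standard error 0.19, adjusted *p* = 0.00434 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Mgst2* (ENSMUSG00000074604.9), on chromosome 3 from 51660360 to 51682677, had 2.55 ± 0.535 CPM in HR lines and 0.784 ± 0.231 CPM in Control lines, from 11 to 127 counts per library. Its log2 fold change was 1.71 (standard error 0.25, adjusted *p* = 0.0148 from the edgeR test). *5031434O11Rik* (ENSMUSG00000097885.7), a processed transcript on chromosome 3 from 51560035 to 51567117, shares 845 bases with *Setd7* on the other strand. It had 1.41 ± 0.140 CPM in HR lines and 3.90 ± 0.441 CPM in Control lines, a log2 fold change of -1.46 (standard error 0.19, adjusted *p* = 0.0107 from the edgeR test). *Upb1* (ENSMUSG00000033427.14), on chromosome 10 from 75401115 to 75441679, lies within *Gucd1* on the other strand and was named after its values were seen. It had 9.45 ± 7.13 CPM in HR lines and 0.113 ± 0.0361 CPM in Control lines, a log2 fold change of 6.40 (standard error 0.87, adjusted *p* = 0.0107 from the edgeR test). HR line 3 had 6 and 13 counts of *Upb1*, Control libraries had 1 to 9, and the libraries of the other HR lines had 175 to 700. With each line left out in turn, the adjusted *p* of *Cplx1* stayed under 0.05 in 8 of 8 fits, that of *5031434O11Rik* in 5, and those of *Mgst2* and *Upb1* in 4 each. The number of genes with an adjusted *p* under 0.05 was 17 without Control line 2, 10 without Control line 5, 9 without HR line 3, 6 without Control line 4 and 1 without Control line 1 or without HR line 7. The alternative that moved the number most was DESeq2, with 30 genes, 18 higher and 12 lower in HR lines, the 4 genes included. The male and the female library of a line are not independent, with correlations across genes from 0.321 to 0.708 after group means were removed. With the counts of each line summed, edgeR gave 0 of 17104 genes, and limma-voom with line as a random effect gave 0 of 16507. DESeq2 on line sums, chosen after the values were seen, gave 12 genes, the 4 included.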

After RNA sequencing, we identified 132 differentially expressed (DE) genes in the HR line group compared to the Control line group (Fig 1). 

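The heatmap of Fig 1 names 132 genes, read by eye. Of those that passed the filter on low counts, 62 had an unadjusted *p* under 0.05, and 1, *Upb1*, had an adjusted *p* under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The count tables list 343 genes of the vomeronasal receptor families by symbol, 211 *Vmn1r*, 126 *Vmn2r* and 6 *Fpr* genes. Of the 284 receptor genes tested, 30 (10.6%) had an unadjusted *p* under 0.05, against 3.18% of the other genes tested. None passed the threshold when *p* was adjusted over all genes, a count of 0, while 6 had an adjusted *p* under 0.05 when *p* was adjusted over the receptor families alone. Receptors made up 0 of the 4 genes past the threshold in the edgeR test (two-sided Fisher's exact test, *p* = 1). In DESeq2, they made up 7 of 30 genes, 23.3% against 1.72% of the genes tested (odds ratio 17.8, two-sided Fisher's exact test, *p* = 6.01e-07). Genes are not independent replicates. The 7 receptors in DESeq2 were *Vmn1r196*, *Vmn1r236*, *Vmn2r9*, *Vmn2r11*, *Vmn2r15*, *Vmn2r16* and *Vmn2r99*. With Control line 2 left out of the edgeR test, 6 receptors had an adjusted *p* under 0.05, *Fpr3*, *Fpr-rs4*, *Vmn1r236*, *Vmn2r99*, *Vmn2r102* and *Vmn2r110*. Leaving out HR line 3, Control line 4 or HR line 8 gave 1 receptor each, *Vmn1r196*, *Vmn2r11* and *Vmn2r16*.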

We identified 19 vomeronasal receptor genes in the DE gene set, which belong to either the *Fpr*, *Vmn1r* or *Vmn2r* family (Fig 1, shown in red). Of the 19 DE receptor genes, the Reads Per Kilobase Million (RPKM) of *Fpr3*, *Fpr-rs4*, *Vmn2r8*, *Vmn2r9*, *Vmn2r11*, *Vmn2r96*, *Vmn2r98*, *Vmn2r102*, *Vmn2r107*, *Vmn2r110*, and *Vmn2r114* were significantly up-regulated, while *Vmn1r188*, *Vmn1r236*, *Vmn2r13*, *Vmn2r15*, *Vmn2r16*, *Vmn2r23*, *Vmn2r45*, and *Vmn2r99* were significantly down-regulated in the VSNs of HR lines compared to Control lines (Fig 2A). 

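All 19 receptors passed the filter on low counts, and the log2 fold change of each had the direction that the paper gives. The number with an adjusted *p* under 0.05 was 0, and 12 had an unadjusted *p* under 0.05. Adjusted over the list alone, 10 had an adjusted *p* under 0.05, which is not independent evidence because the list was chosen on these libraries. *Vmn1r236* (ENSMUSG00000054142.5, chromosome 17 from 21282942 to 21294007) had 9.04 ± 2.73 CPM in HR lines and 24.6 ± 9.94 CPM in Control lines (SD, n = 4 lines each). Its log2 fold change of -1.45 (standard error 0.26, adjusted *p* = 0.0778 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) had the smallest *p* of the 19. *Vmn2r99* (chromosome 17 from 19361949 to 19401098) had 10.8 ± 5.41 CPM in HR lines and 45.2 ± 23.6 CPM in Control lines, a log2 fold change of -2.08 (standard error 0.39, adjusted *p* = 0.110 from the edgeR test). *Vmn2r15* (chromosome 5 from 109285670 to 109297644) had 4.86 ± 2.00 CPM against 14.6 ± 6.76 CPM, a log2 fold change of -1.6 (standard error 0.31, adjusted *p* = 0.145 from the edgeR test). The upregulated receptor with the smallest *p* was *Vmn2r11* (chromosome 5 from 109043360 to 109059569), with 51.5 ± 12.7 CPM in HR lines and 16.7 ± 6.12 CPM in Control lines, a log2 fold change of 1.65 (standard error 0.36, adjusted *p* = 0.275 from the edgeR test). *Vmn2r9* (chromosome 5 from 108835273 to 108852601) followed, with a log2 fold change of 1.52 (standard error 0.39, adjusted *p* = 0.529 from the edgeR test). DESeq2 gave an adjusted *p* under 0.05 for these 5 receptors and for *Vmn2r16*. Among the rest, *Vmn2r107* had the smallest change, a log2 fold change of 0.46 (standard error 0.52). *Vmn1r188* had 0 counts in the libraries of Control line 5 and HR line 3, and HR line 7 alone had 284 and 285 counts. The log2 fold change of *Vmn2r23* was -1.23 (standard error 1.06) and became 2.18 without Control line 1. Of the 75-nucleotide words in the transcripts of a receptor, a median of 92.3% occurred in no other gene for the 19, with 42.5% for *Vmn2r45* the lowest.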

The RPKM of *olfactory marker protein* (*OMP*), which is abundantly and exclusively expressed in all mature VSNs in the VNO [48], was not different between HR and Control lines (data not shown), indicating that receptor gene expression changes were not due to variation in VSN number. 

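*Omp* (ENSMUSG00000074006.3) lies on chromosome 7 from 98143359 to 98145502, within *Capn5* on the same strand. Between 19867 and 161242 reads per library were counted on it. Its level was 2050 ± 403 CPM in HR lines and 1994 ± 300 CPM in Control lines (SD, n = 4 lines each), a log2 fold change of 0.05 (standard error 0.13, adjusted *p* = 0.9997 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). On log2(RPKM + 1), HR lines lay 0.04 above Control lines (exact two-sided permutation test over 8 lines, *p* = 0.771, with 0.0286 the smallest *p* that 4 lines against 4 allow). The difference was smaller than the SD between lines. With each line left out in turn, the log2 fold change lay between -0.08 and 0.15. *Gnao1* (ENSMUSG00000031748.16), which encodes Gαo, had 425 ± 59.6 CPM in HR lines and 406 ± 47.2 CPM in Control lines, a log2 fold change of 0.07 (standard error 0.10).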

The log₂ fold change of normalized expression of the DE genes varied from -3.3 to 2.1 (Fig 2B). *Fpr-rs4* and *Vmn2r16* showed the largest upregulation and downregulation, respectively. 

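*Fpr-rs4* (ENSMUSG00000048062.4) lies on chromosome 17 from 18021733 to 18022704. It had 2.52 ± 0.443 CPM in HR lines and 0.581 ± 1.05 CPM in Control lines (SD, n = 4 lines each), a log2 fold change of 2.15 (standard error 0.82, adjusted *p* = 0.9997 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). HR libraries had 57 to 130 counts, and Control lines 1, 4 and 5 had 0 to 4. Both libraries of Control line 2 lay within the range of HR libraries of the same sex, at a log2 CPM of 1.04 in females (HR libraries 0.85 to 1.79) and 1.24 in males (1.22 to 1.64). Without Control line 2, the log2 fold change was 5.40, a value that depends on the prior count because the other Control libraries were near 0. *Vmn2r16* (ENSMUSG00000092080.2), on chromosome 5 from 109330162 to 109370247, had 2.56 ± 2.89 CPM in HR lines and 24.7 ± 8.62 CPM in Control lines, a log2 fold change of -3.27 (standard error 0.70, adjusted *p* = 0.247 from the edgeR test). These were the highest and the lowest log2 fold change of the 19 in the edgeR test. On log2(RPKM + 1), *Vmn2r16* was still the lowest at -2.62, and 6 receptors lay above *Fpr-rs4* at 1.42, with *Vmn2r8* the highest at 2.89. On log2(RPKM + 0.1), *Fpr-rs4* at 3.22 was below *Vmn2r8* alone, at 3.69. *Vmn2r8* shares 3521 bases with *Tmed11* on the same strand.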

To examine sexually-biased expressions, we separated RPKMs of each DE receptor gene into sex and linetype groups (S1 Fig) and performed a two-way ANOVA test to examine sex and linetype differences. As shown in S2 Fig, *p* values for sexually-biased expression and interaction were above 0.05 in all DE receptor genes, demonstrating that there are no sex-dimorphic expression changes between HR and Control lines. These results suggest that expression of the chemosensory receptor genes is differentially regulated in the VSNs between HR and Control lines without a sex difference.

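In males alone, 0 of 16361 genes had an adjusted *p* under 0.05 between HR and Control lines, and 184 had an unadjusted *p* under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The numbers in females alone were 0 of 16326 and 316. DESeq2 moved these counts most, to 11 genes in males and 5 in females. Leaving out 1 line moved a count of 0 only without HR line 3, with 1 gene in each sex, and without Control line 2, with 2 genes in females. For the interaction of sex and linetype, 0 of 16757 genes had an adjusted *p* under 0.05 and 77 had an unadjusted *p* under 0.05. The RPKM of the sexes had been scaled separately, with factors that divide the counts at -0.0637 on the log2 scale in females against a joint scaling over 9501 genes, which raises the female RPKM, and the sexes were compared on log2 CPM. An exact two-sided sign-flip permutation test over 8 lines, with 0.00781 the smallest possible *p*, gave 3 of the 19 receptors an unadjusted *p* under 0.05. The female minus the male log2 CPM of *Vmn1r236* was -0.42, with the male library higher in 8 of 8 lines (exact permutation test, *p* = 0.00781). *Vmn2r102* was higher in females by 0.21, in 7 of 8 lines (exact permutation test, *p* = 0.0234), and *Vmn2r13* by 0.48, in 6 of 8 (exact permutation test, *p* = 0.0313). The smallest Benjamini-Hochberg adjusted *p* over the 19 was 0.148. For sex and for the interaction, 1 receptor alone at the smallest possible *p* could not pass this adjustment. For the interaction, an exact two-sided permutation test of the sex difference between 4 HR and 4 Control lines on log2(RPKM + 1) gave an unadjusted *p* under 0.05 for *Vmn2r45* alone (difference -0.92, *p* = 0.0286, the smallest possible, adjusted *p* = 0.543 over the 19). *Vmn2r45* is the receptor with the fewest unique words among the 19. After the mean of each linetype was removed, the male and the female level of a receptor correlated over the 8 lines with a median *r* of 0.804 over 284 receptors. Random sets of genes with the same level had a median *r* of 0.529 (permutation test across genes, *p* = 0.0001, the smallest that 10000 sets allow). Genes are not independent replicates. From *p* values for sex and for the interaction, the paper reasons that the receptor genes show no sex-dimorphic change between HR and Control lines, and it proposes that their expression is differently regulated in the VSNs of the linetypes in both sexes.

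**Figure D1:**
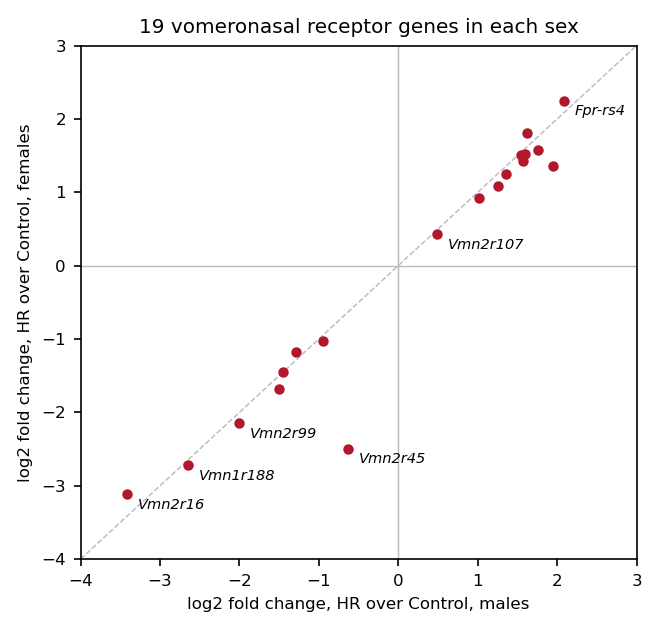
Log2 fold change of HR against Control lines for the 19 receptors in males (horizontal axis) and in females (vertical axis), each from edgeR's test in 8 libraries. The dashed line marks equal values, and *Vmn2r45* lies at -0.63 in males and -2.49 in females.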

**Fig 1:**
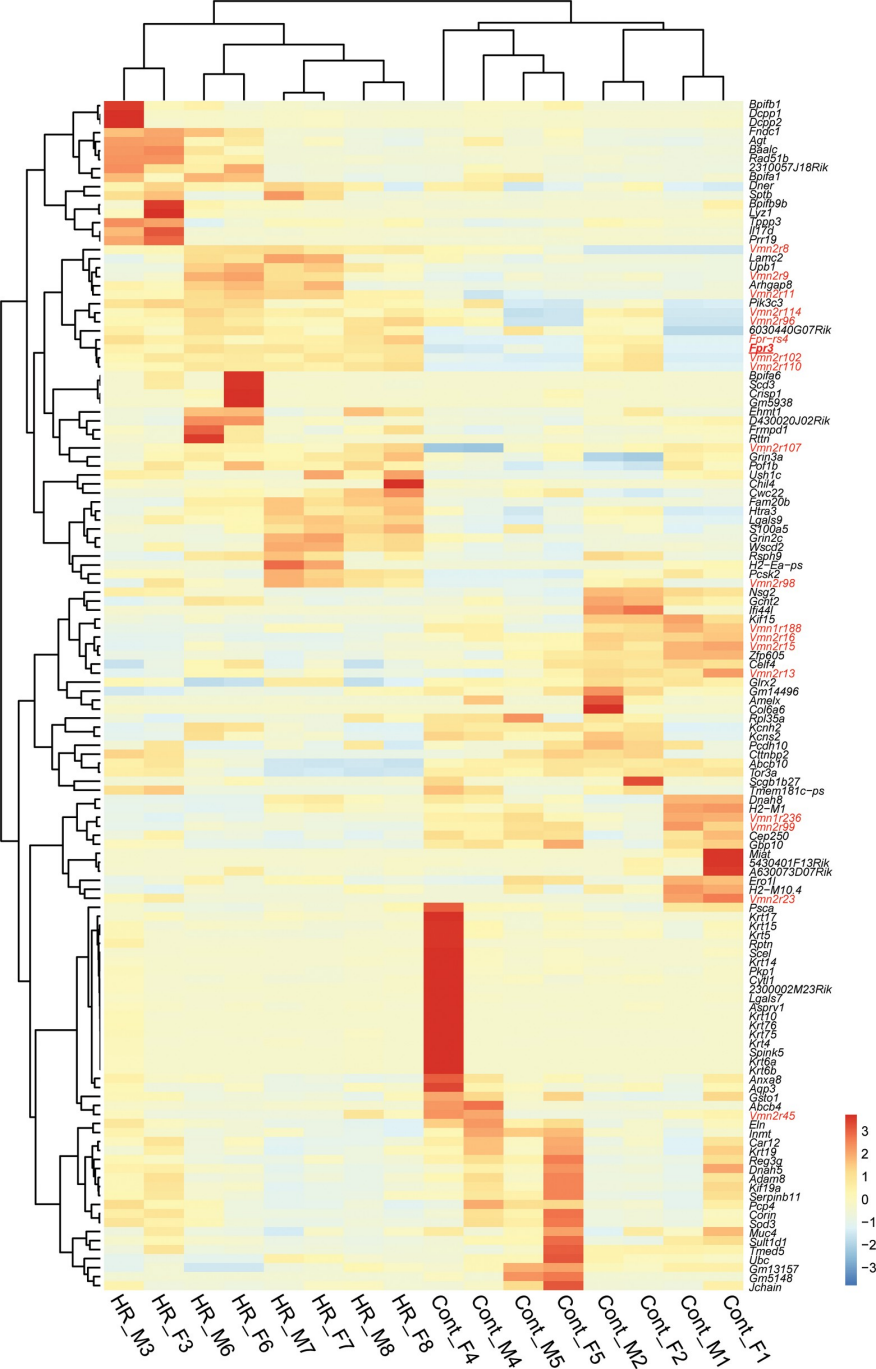
RNAseq analysis of the vomeronasal organs of High Runner and Control mice. Heatmap of differentially expressed (DE) genes between HR and Control lines. DE vomeronasal receptors are shown in red. Fpr3 (analyzed in Fig 5) is highlighted with a red underline.

**Fig 2:**
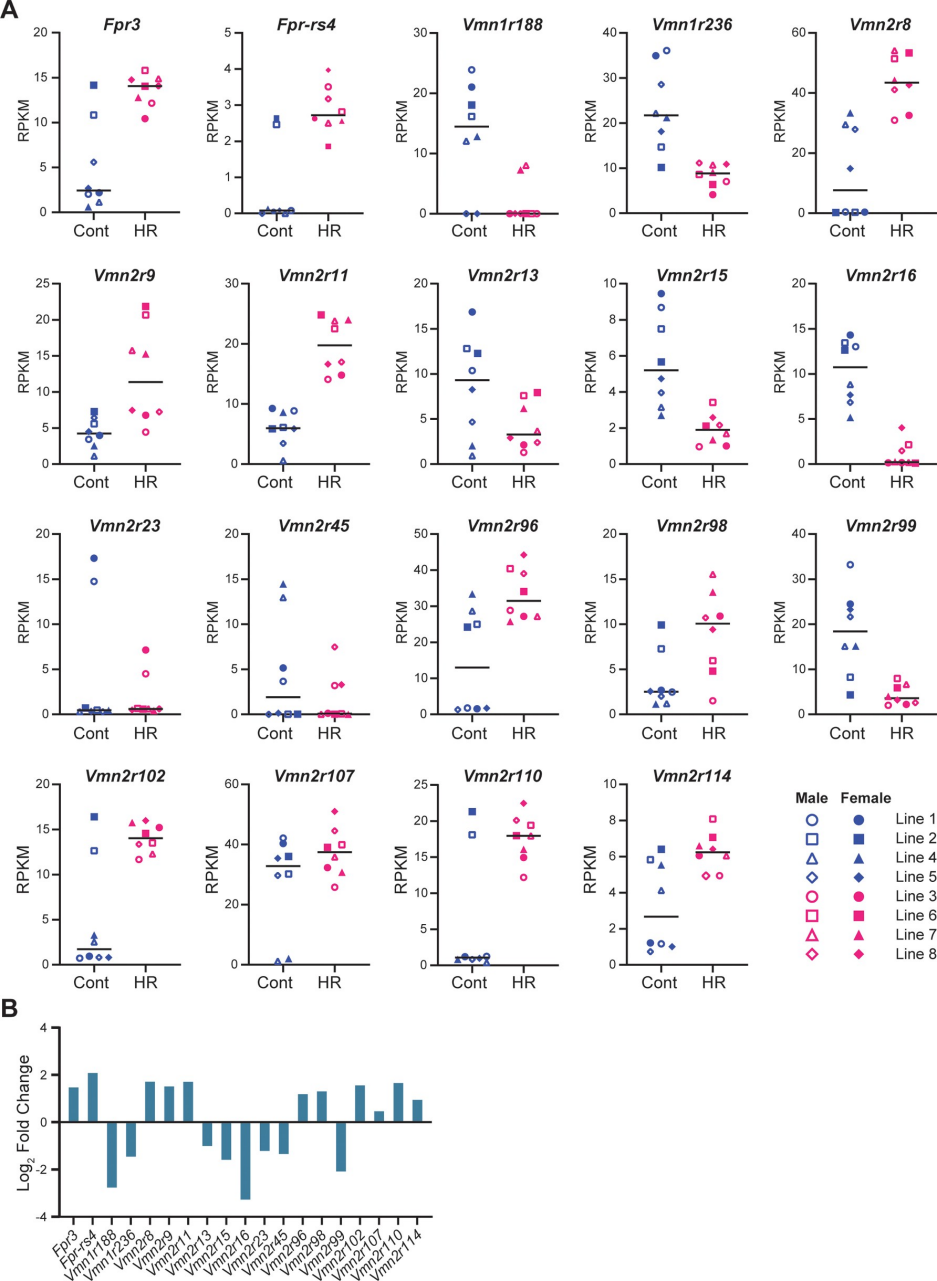
RPKM comparison of DE vomeronasal receptors between High Runner and Control mice. (A) Scatter plots showing the RPKM of DE vomeronasal receptor genes in each line of HR or C mice. Black bars represent medians. (B) Bar graph denoting log_2_ fold change of the relative expression of DE vomeronasal receptor genes between the HR and Control lines.

Interestingly, 15 out of 19 DE receptor genes are co-localized in specific vomeronasal receptor clusters. *Vmn2r8*, *Vmn2r9*, *Vmn2r11*, *Vmn2r13*, *Vmn2r15*, and *Vmn2r16* are localize in a ~1 Mb vomeronasal receptor cluster on chromosome 5, and *Fpr3*, *Fpr-rs4*, *Vmn2r96*, *Vmn2r98*, *Vmn2r99*, *Vmn2r102*, *Vmn2r107*, *Vmn2r110*, and *Vmn1r236* are localized in a ~3 Mb vomeronasal receptor cluster on chromosome 17 (Fig 3). 

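On chromosome 5, the 6 receptors spanned 0.578 Mb, from 108791843 to 109370247, a region with 9 receptor genes, all *Vmn2r*. On chromosome 17, the 9 receptors spanned 3.406 Mb, from 17887852 to 21294007. Of the receptor genes in the count tables, 13 *Vmn1r*, 21 *Vmn2r* and 4 *Fpr* genes lie within this region, and all 38 passed the filter on low counts. The median absolute log2 fold change was 1.62 for the 6 receptors on chromosome 5 and 0.65 for the other 3 receptors of that region, which ranged from 0.16 to 0.78. It was 1.5 for the 9 receptors on chromosome 17 and 0.19 for the other 29, which ranged from -1.37 to 0.62. Of the receptors outside the list of 19, 7 of 32 within the regions had an unadjusted *p* under 0.05, against 11 of 232 elsewhere (odds ratio 5.63, two-sided Fisher's exact test, *p* = 0.00244). Genes are not independent replicates, and neighbouring receptors share variants. With lines as the units, 8 of the 35 splits of the 8 lines into groups of 4, the real one included, gave at least 7 such receptors within the regions. The number of receptors within the regions with an adjusted *p* under 0.05 was 0 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, where 30 of 284 receptors had an unadjusted *p* under 0.05. It was 6 in DESeq2, with 1 receptor past the threshold elsewhere (odds ratio 34.5, two-sided Fisher's exact test, *p* = 9.50e-05). Without Control line 2, the edgeR test gave 6 within the regions and 0 elsewhere (two-sided Fisher's exact test, *p* = 1.55e-05). With any other line left out, it gave 0 or 1 within the regions. The regions were drawn around receptors that were chosen on these libraries, so none of these comparisons is independent evidence.

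**Figure D2:**
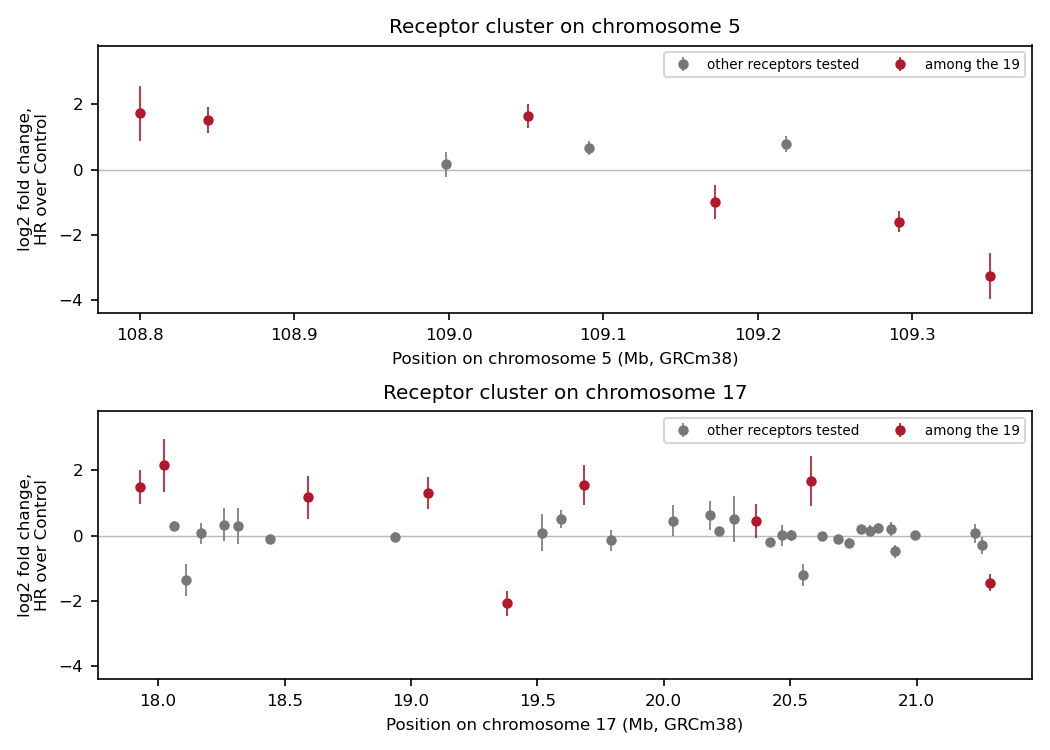
Log2 fold change of HR against Control lines (vertical axis, bars ± standard error) by position in Mb on GRCm38 (horizontal axis) for the receptors of the regions on chromosome 5 and chromosome 17. Receptors among the 19 are red and the other receptors tested are grey, with the lowest at -3.27 for *Vmn2r16*.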

*Vmn2r23*, *Vmn2r45*, *Vmn1r188*, and *Vmn2r114* exist on chromosome 6, 7, 10, and 17, respectively (Fig 3), and they are surrounded by vomeronasal receptors which are not differentially expressed between HR and Control lines. These results suggest the correlation of differential expression of vomeronasal receptors and genomic chromosomal locations, as well as other unknown causes.

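*Vmn2r23* lies on chromosome 6 from 123702670 to 123747657, *Vmn2r45* on chromosome 7 from 8469563 to 8489075, and *Vmn2r114* on chromosome 17 from 23285392 to 23312537. *Vmn1r188* lies on chromosome 13 from 22084440 to 22095916 in GENCODE. The log2 fold change was -2.67 (standard error 1.28) for *Vmn1r188*, -1.53 (standard error 1.39) for *Vmn2r45* and 0.96 (standard error 0.43) for *Vmn2r114*. Within 1 Mb, *Vmn2r114* had 7 other receptors tested, with log2 fold changes from -0.58 to 0.24, *Vmn2r23* had 7, from -0.03 to 0.32, and *Vmn2r45* had 11, from -1.16 to 0.51. Among these, 0 had an unadjusted *p* under 0.05. *Vmn1r188* had 27 such neighbours, with log2 fold changes from -1.11 to 0.47, and 3 had an unadjusted *p* under 0.05. The smallest adjusted *p* among them was 0.199 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), for *Vmn1r196*, named here after its values were seen, with a log2 fold change of 0.47. Its adjusted *p* was under 0.05 in DESeq2 and in the edgeR test without HR line 3.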

**Fig 3:**
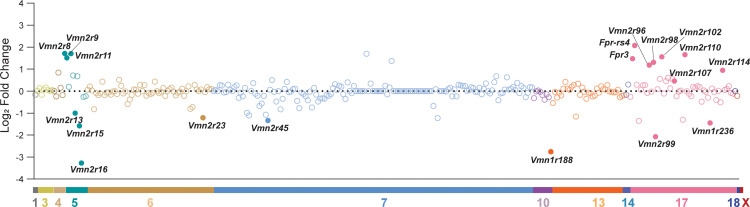
Chromosomal locations of DE vomeronasal receptors. A plot showing the log_2_ fold change of 336 vomeronasal receptor genes in their relative positions along the chromosomes. Each circle represents a member of *Vmn1r*, *Vmn2r*, or *Fpr* family genes. DE vomeronasal receptors are shown in filled circles.

### Accumulation of all-or-none SNPs in a vomeronasal receptor cluster

We then hypothesized that differences between HR and Control lines in vomeronasal receptor gene expression may be associated with differences in genomic sequences, especially allele frequencies between HR and Control lines caused by the selective breeding. Previous genome-wide SNP analysis detected 152 out of 25,318 variable SNP loci for which allele frequencies are significantly different between HR and Control lines after correction for multiple comparisons [49]. As explained in the previous paper, the differentiation in allele frequencies for these 152 loci cannot be attributed to random genetic drift. Of the 152 SNP loci, we particularly focused on 61 loci that are fixed for the same allele in all 4 replicate HR lines but not fixed in any of the 4 replicate Control lines, or vice versa (which we term “all-or-none SNPs”, S1 Table). The 61 SNP loci are not randomly distributed throughout the genome (S3A Fig). The majority of them (59 of 61) exist as a member of groups of 3 or more which are located in close proximity on the genomic chromosomes (S3B Fig). As a result, only 11 all-or-none SNP clusters are observed in the genome (S3A Fig)

Interestingly, 8 of the 61 all-or-none SNP loci are located in a ~3 Mb interval on chromosome 17 that contains clusters of *Vmn1rs* (14), *Vmn2rs* (21), and *Fprs* (7) (Fig 4). Strikingly, 9 out of the 19 DE vomeronasal receptors are located in this all-or-none SNP cluster. 

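Bounded by the 8 SNP loci of Table 1 with a margin of 100 kb, the interval ran from 17901459 to 20879567 on chromosome 17 of GRCm38, or 2.978 Mb. GENCODE places 33 receptor genes in it, those with the symbol of a pseudogene left out, 7 *Vmn1r*, 21 *Vmn2r* and 5 *Fpr* genes. Of the 19 receptors, 7 lie within it, while *Fpr3* starts before it and *Vmn1r236* lies beyond its end. The run of receptor genes with gaps of at most 500 kb, computed after these values were seen, ran from 17703747 to 21314912, or 3.611 Mb. It held 14 *Vmn1r*, 22 *Vmn2r* and 8 *Fpr* genes and 9 of the 19 receptors.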

Five of the all-or none SNPs are localized near the differentially expressed vomeronasal receptors (Table 1): SNP ID rs29503987 at 30 kb downstream and 20 kb upstream of *Fpr3* and *Fpr-rs4*, respectively, rs33447983 at 8.4 kb downstream of *Vmn2r99*, rs6224641 at 30 kb downstream of *Vmn2r99*, rs33649277 at 44 kb upstream of *Vmn2r102*, rs29522462 at 524 bp downstream of *Vmn2r110*, and rs33120398 at the intron 1 of *Vmn2r110*. 

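*Vmn1r228*, *Vmn1r227* and *Vmn1r229* lie within 50 kb of rs33463529, which is at 20779567 on chromosome 17. The SNP falls within *Vmn1r228* (20774984 to 20786157), 31988 bp from *Vmn1r229* and 40417 bp from *Vmn1r227*. *Vmn1r228* had 73.9 ± 3.41 CPM in HR lines and 64.6 ± 4.08 CPM in Control lines (SD, n = 4 lines each), a log2 fold change of 0.20 (standard error 0.07), with an unadjusted *p* of 0.0135 and an adjusted *p* of 0.9997 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The log2 fold change was -0.22 (standard error 0.13) for *Vmn1r227* and 0.15 (standard error 0.16) for *Vmn1r229*. At the other loci, *Vmn2r92* lies 21853 bp from rs33375308 and had a log2 fold change of 0.06 (standard error 0.32). *Vmn2r124*, 47965 bp from rs29503987, had 0.30 (standard error 0.14), *Vmn2r101*, 3911 bp from rs33649277, had 0.50 (standard error 0.27), and *Fpr-rs3*, 36362 bp from rs33120398, had -0.01 (standard error 0.11). *Vmn2r109*, 8549 bp from rs29522462, had a log2 fold change of -1.22 (standard error 0.34, unadjusted *p* = 0.00226, adjusted *p* = 0.677 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).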

Other SNPs, such as rs33463529, are also closely located near vomeronasal receptors, though changes in expression of the nearby receptors were not observed. These results strongly suggest that changes in vomeronasal receptor gene expression between HR and Control lines are at least partially caused by changes in allele frequencies at multiple loci in response to selective breeding for VWR activity.

**Fig 4:**
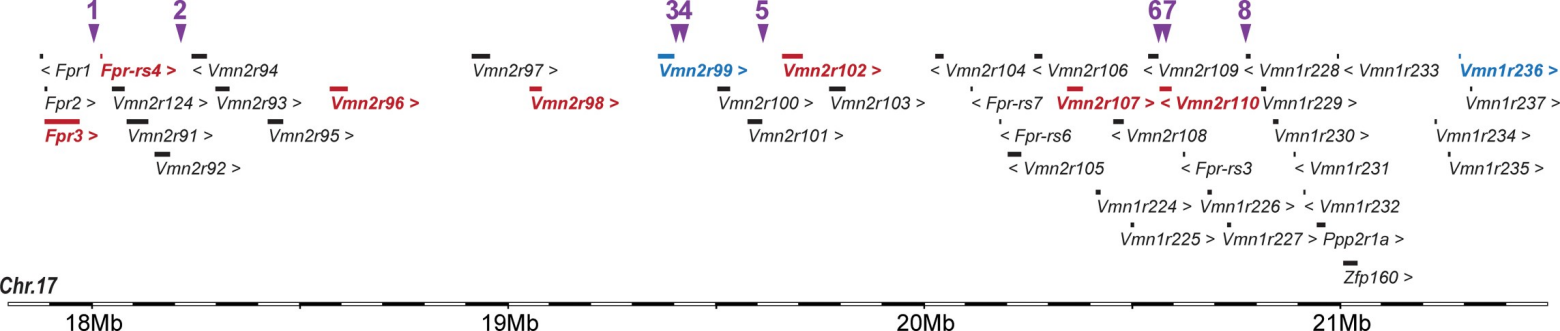
A genomic cluster containing both SNPs and DE vomeronasal receptors. A genomic cluster containing DE vomeronasal receptor genes in the mouse chromosomes 17. Vomeronasal receptors in red and blue indicate up- and down-regulations, respectively. Non-DE genes are shown in black. Purple arrowheads indicate locations of SNPs that are significantly differentiated between HR and Control groups [49], as shown in Table 1.

**Table 1:** Locations of SNPs on the chromosome 17 that are significantly differentiated between HR and Control groups.

	SNP ID	SNP location (mm10)	HR / Cont	Gene (within 50kb)	strand	up/dw	Distance (bp)
**1**	*rs29503987*	18001459	C / A	Fpr-3	+	dw	29935
				Fpr-rs4	+	up	20274
				*Vmn2r124*	+	up	48025
**2**	*rs33375308*	18210739	T / C	*Vmn2r92*	+	dw	25561
**3**	*rs33447983*	19403011	G / T	Vmn2r99	+	dw	8421
**4**	*rs6224641*	19424358	A / G	Vmn2r99	+	dw	29768
**5**	*rs33649277*	19616228	G / A	*Vmn2r101*	+	dw	3911
				Vmn2r102	+	up	44171
**6**	*rs29522462*	20573305	A / C	*Vmn2r109*	-	up	8549
				Vmn2r110	-	dw	524
**7**	*rs33120398*	20587484	C / T	*Vmn2r109*	-	up	22728
				Vmn2r110	-	intron 1	
				*Fpr-rs3*	-	dw	36362
**8**	*rs33463529*	20779567	G / A	*Vmn1r227*	+	dw	43441
				*Vmn1r228*	-	up	2066
				*Vmn1r229*	+	up	34928

The rest of the DE vomeronasal receptors, which are located in another vomeronasal receptor cluster on chromosome 5, as well as other solitary ones, are not surrounded by SNP loci that are significantly differentiated between HR and Control lines [49]. Therefore, expression changes of the receptor genes may be mediated by SNPs that remain polymorphic in both lines, or by different mechanisms.

### Differential number of *Fpr3*-expressing VSNs in the VNO of HR and Control lines

To determine the significance at the cellular level in the VNO of the DE chemosensory receptor genes, we chose one representative gene to determine whether there are differences in the number of receptor-expressing VSNs, or alternatively, differences in transcript abundance in each receptor-expressing VSN. We performed *in situ* hybridization to detect *Fpr3* in the VNO of 2–3 individual mice from each of the 4 HR and 4 Control lines, together with a probe for the *Gαo* (*Gnao1*). Expression of *Fpr3* is ~3 times higher in HR lines compared to Control lines in RNAseq analysis (Fig 2B). 

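*Fpr3* (ENSMUSG00000079700.7) lies on chromosome 17 from 17887852 to 17971677 and shares 6101 bases with *Fpr2* on the same strand. Its level was 14.8 ± 1.90 CPM in HR lines and 5.30 ± 5.65 CPM in Control lines (SD, n = 4 lines each), from 25 to 687 counts per library. This is a 2.82-fold difference and a log2 fold change of 1.5 (standard error 0.52, adjusted *p* = 0.9997 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Without Control line 2, the difference was 6.00-fold, with an adjusted *p* of 0.0134. Over the 8 fits that each left out 1 line, the adjusted *p* ranged from 0.0134 to 0.99998.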

Although *Fpr3*-expressing VSNs were observed in the VNO of both HR and Control lines, the number of *Fpr3*-expressing VSNs in each VNO slice varied among lines (Fig 5A and 5B). In 3 Control lines (line 1, 4, and 5), *Fpr3* signal was barely observed in each VNO tissue slice, while Control line 2 had a significantly higher number of *Fpr3*-expressing VSNs (Fig 5B). This result was consistent with the RNAseq data, in which the amount of *Fpr3* transcripts in line 2 was higher than other Control lines (Fig 2A). 

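The mean RPKM of *Fpr3* over the male and the female library was 12.5 in Control line 2, 4.14 in Control line 5, 2.11 in Control line 1 and 0.877 in Control line 4. In HR lines it was 11.3 in line 3, 14.9 in line 6, 13.8 in line 7 and 14.4 in line 8. Control line 2 lay above the lowest HR line.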

We consistently observed multiple *Fpr3*-expressing VSNs in most of the VNO tissue slices from the 4 HR lines and Control line #2 (Fig 5B and 5C). Generally, there were significantly more *Fpr3*-expressing VSNs in the HR versus the Control lines (Fig 5C, Mann-Whitney test (*p* < 0.05)). The fluorescent intensity derived from *Fpr3* gene transcripts in each VSN was not distinguishable between the VNO tissues from HR and Control lines (Fig 5D and 5E). Taken together, these results demonstrate that the different expression levels of the chemosensory receptors result from changes in the number of the receptor-expressing VSNs. The results observed here are consistent with a previous finding in the main olfactory system, which has a similar monoallelic pattern of receptor gene expression in each sensory neuron [50]: a positive correlation between tissue RNA levels of olfactory receptor genes and numbers of OSNs expressing the receptors. Thus, the number of VSNs expressing specific sets of chemosensory receptors are differentially regulated after selective breeding for VWR.

**Fig 5:**
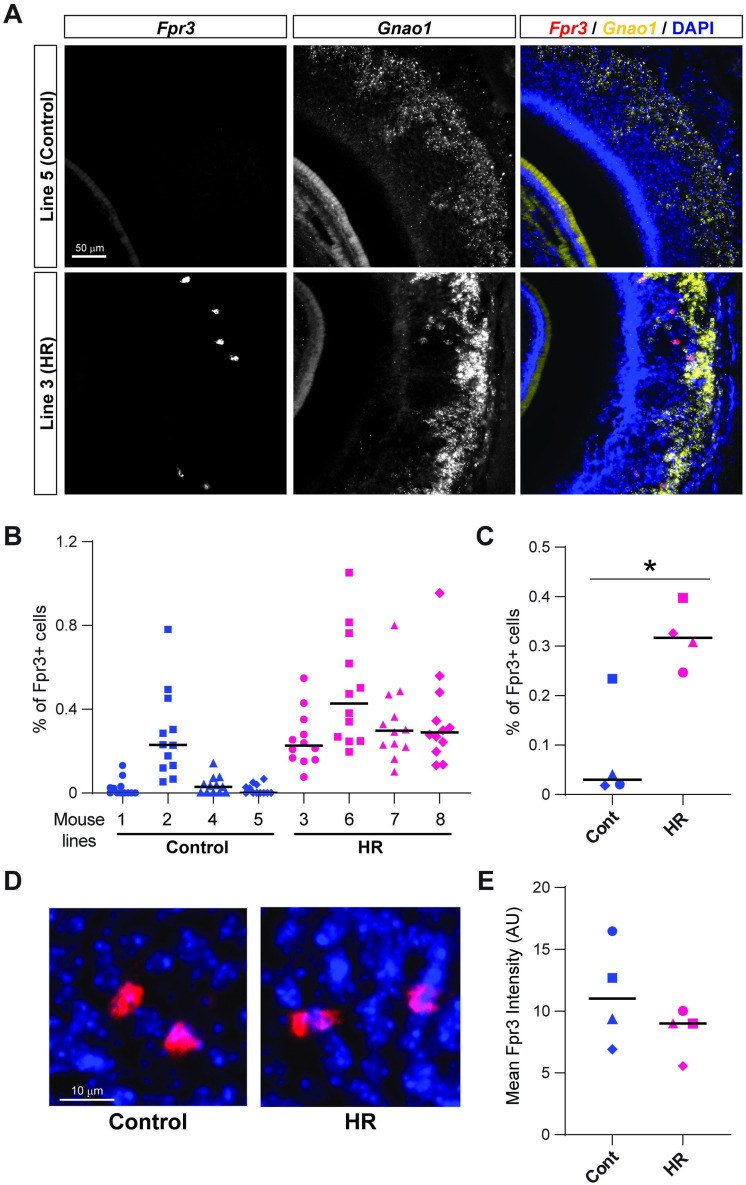
RNA scope *in situ* hybridization analysis of a DE vomeronasal receptor gene in the VNO. (A) Images showing RNAscope-derived fluorescent signals for *Fpr3* (left) and *Gnao1* (middle) transcripts. In merged images (right), *Fpr3* and *Gnao1* are shown in red and yellow, respectively, together with DAPI staining (blue). Upper and lower panels show representative images from the VNO of a Control (line 5) line and a HR (line 3) line, respectively. (B) A scatter plot showing the percentage of *Fpr3* signals in vomeronasal sensory neurons (VSNs) per VNO slice for each line of mice. n = 12 slices in 2–3 mice per line. Black bars represent medians. (C) The mean percentage of *Fpr3* signals in VSNs in Control and HR lines. Each dot indicates the mean of one line. Black bars represent medians. * indicates *p* < 0.05 in Mann-Whitney test. (D) Representative images showing *Fpr3* signals (red) observed in the VNO of Control and HR lines of mice. DAPI signals are shown in blue. (E) The mean of *Fpr3* signal intensity (arbitrary unit, AU) per VSN in the Control and HR lines. Each dot indicates the mean of one line. Black bars represent medians.

## Discussion

In this study, we utilized a unique animal model: 4 replicate mouse lines that have been experimentally evolved by selectively breeding individuals showing high VWR activity (HR lines), along with their 4 independent, non-selected Control lines maintained over 88 generations [43]. The HR and Control lines provide a strong model for determining the contribution of genetics to voluntary-exercise related traits [44, 51]. In addition to the exercise ability-related genetic adaptations found after selective breeding [37, 44], several changes at the level of the central nervous system have also been identified, which contribute to elevation of VWR for HR mice [37, 40, 52]. Through SNP mapping analysis (S1 Fig), we found that 3 of the 61 all-or-none SNP loci that were fixed in all 4 replicate HR lines (but none of the 4 replicate Control lines) were located in a genomic cluster exclusively containing T-box genes on Chromosome 5. These genes are associated with GO terms of “bundle of His development,” “embryonic forelimb morphogenesis,” “cardiac septum morphogenesis,” “ventricular septum development,” and “cardiac muscle cell differentiation”. Indeed, compared with their 4 non-selected Control line counterparts, mice from the 4 replicate HR lines have been shown to have increased ventricular mass [45, 53–55], as well as altered cardiac functions [55–57]. Thus, the genome-wide SNP analysis of HR and Control lines of mice [49] could robustly identify QTL associated with voluntary exercise behavior.

Vomeronasal receptors are among the most rapidly evolving genes in vertebrates [18–31]. Different taxonomic groups have divergent family members of vomeronasal receptor genes [21, 23, 26–28, 32, 33], and the abundance of receptor genes expressed in the VNO is different even among inbred mouse strains [34]. Moreover, many of the mouse pheromones identified as ligands for vomeronasal receptors show strain specificity. For example, expression of the male pheromone ESP1 is only observed in a few inbred strains, although males of wild-derived strains all secrete abundant ESP1 peptide into their tears [58]. Likewise, expression of juvenile pheromone ESP22 is missing in some inbred strains [59]. Major urinary proteins (MUPs) are potential ligands for vomeronasal receptors, and all male mice of a given inbred strain secrete identical MUP members, whereas wild-derived mice each exhibit a unique profile of emitted MUPs [60]. Thus, pheromones and receptors in the vomeronasal system may have evolved in response to various environmental changes, including domestication, which resulted in alteration of coding sequences and expression patterns.

Considering the extensive evolution of receptor genes, selective breeding for a chemosensory-mediated behavior is an attractive alternative approach to reveal the functions of vomeronasal receptors. VWR activity of a mouse strain that recently derived from the wild has been shown to be increased by urinary chemosignals from other individuals [42]. Therefore, if the function of the VNO is involved in the modulation of VWR activity, then we would expect that selective breeding for high VWR activity should impact vomeronasal receptors. Indeed, we found that expression levels of several vomeronasal receptor genes as well as a few SNPs near the DE receptor genes were different between HR and Control lines. Although the role of each DE receptor in VWR activity needs to be determined in future studies, the current results suggest that vomeronasal chemosensory receptors could be important QTLs for voluntary exercise in mice.

One of the important remaining questions is how the vomeronasal system modulates VWR behavior in HR lines. One study measuring patterns of brain activity using c-Fos immunoreactivity revealed multiple areas in the brain that appear to be associated with motivation for VWR in HR lines [61]. These areas include brain nuclei known to be motivation-related, such as the prefrontal cortex, medial frontal cortex, and nucleus accumbens (NAc) [61]. In addition, it was recently shown in mice that VNO-mediated signals regulate the mesolimbic dopaminergic system, especially by upregulating the ventral tegmental area (VTA)-NAc circuit, and that they enhance reproductive motivation in mice [15]. Thus, it is possible that the VNO-mediated chemosensory signals also upregulate VWR activity by stimulating the VTA-NAc circuit. Moreover, one of the hypothalamic targets of the vomeronasal system, the medial preoptic area (MPOA), has been shown to regulate wheel-running activity in a hormone-dependent manner [62–65]. It is therefore also conceivable that the VNO-mediated chemosensory signals upregulate VWR by directly activating MPOA neurons. Combined with these previous observations, we propose that chemosensory signals detected by the VNO activate specific areas of the central nervous system that contribute to VWR activity. Future studies are expected to reveal the role of the VNO in modulating physical exercise and other voluntary behaviors in rodents.

## Materials and methods

### Animals

The experimental procedures were approved by the UCR Institutional Animal Care and Use Committee and were in accordance with the National Institutes of Health Guide for the Care and Use of Laboratory Animals. The VNOs studied were from 12-week old male and female mice of 4 lines selected for high voluntary wheel running and 4 Control lines. The studied mice were derived from generation 88 of a replicated selective breeding experiment for increased voluntary wheel running behavior that began with a base population of the outbred Hsd:ICR strain [43]. Wheel revolutions were recorded in 1-minute intervals continuously for 6 days, and mice were selected within-family for the number of revolutions run on days 5 and 6. In each selected HR line, the highest-running male and female within 10 individual families were selected per generation and each mouse was mated to a mouse from another family, within its line. This within-family selection regimen minimized inbreeding such that the effective population size was approximately 35 in each line [43]. In the Control lines, one female and one male within each family were chosen at random, though full sibling mating was again prevented. The mice in the present study were neither full nor half-siblings.

### RNA sequencing

The VNO tissues were harvested from 3 male and 3 female mice from each of the 4 HR and 4 Control lines, immediately transferred to RNA later (Sigma-Aldrich), then stored at −80˚C until use for RNA-seq. VNO tissues from the same sex and line of mice were pooled and homogenized in Trizol Reagent (Life Technologies, Carlsbad, CA) and processed according to the manufacturer's protocol. Trizol-purified RNA samples were quantified using Qubit1 2.0 (Life Technologies). The integrity of isolated RNA was measured by the 28S/18S rRNA analysis using the Agilent 2100 Bioanalyzer (Agilent Technologies, Santa Clara CA) with RNA Nano chip (Agilent Technologies, Palo Alto, CA). Samples had RNA integrity number values of at least 8.30. Using the Ultra II Directional RNA Library Prep kit (NEB), each RNA sample was depleted of ribosomal RNA and used to prepare an RNA-seq library tagged with a unique barcode at the UCR IIGB Genomics Core. Libraries were evaluated and quantified using Agilent 2100 Bioanalyzer with High Sensitivity DNA chip, then sequenced with the Illumina NextSeq 500 system (Illumina, San Diego, CA, USA) and 75nt-long single-end reads were generated at the UCR IIGB Genomics Core. A total of 8 libraries (4 HR lines and 4 Control lines) were multiplexed and sequenced in a single lane which yielded ~11,000 M reads, averaging ~1,400 M reads per sample.

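The deposited count tables of the 8 male libraries list between 44531269 and 107552569 reads per library, with a median of 60158800, including reads that were not counted on a gene. Reads on genes made up 62.7% to 65.1%, unmapped reads 16.1% to 17.7%, reads outside genes 16.7% to 18.5% and ambiguous reads 0.837% to 1.09%. *Obp2a* took 0.0531% to 6.63% of the reads on genes over all 16 libraries, and the 10 most abundant genes of a library took 3.46% to 22.1%.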

The RNA-seq data files are available in the National Center for Biotechnology Information Gene Expression Omnibus (GEO) database (accession identifier GSE146644).

### Differential gene expression analysis

The analysis compared the transcriptome profiles from both males and females of the HR and Control lines of mice. Quality control of the sequence reads included a minimum average Phred score of 30 across all positions using FastQC. Sequencing reads were aligned to the mouse reference genome (GRCm38/mm10), using STAR aligner ver. 2.6.1d [66] with an increased stringency unforgiving any of mismatches per each read (‘-outFilterMismatchNmax 0’). Any reads that map to multiple locations in the genome are not counted (‘-outFilterMultimapNmax 1’) since they cannot be assigned to any gene unambiguously. In order to determine the differentially expressed (DE) genes, generated BAM files were accessed with Cuffdiff [67], a program included in Cufflinks. Cuffdiff reports reads per kp per million mapped reads (RPKM), log₂ fold change, together with *p*-value, and adjusted *p*-values (*q*-values). After Benjamini-Hochberg false discovery correction, genes with *q*-values less than 0.05 were considered as DE genes. To examine sexual differences, RPKM of DE vomeronasal receptor genes in male and female HR and Control mice were subjected to two-way ANOVA tests using Prism (GraphPad). 

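With lines as the units, an exact two-sided permutation test compared the mean of log2(RPKM + 1) of 4 HR lines with that of 4 Control lines, for which 0.0286 is the smallest possible *p*. Of the 19 receptors named in the text, 5 reached it, *Vmn2r8*, *Vmn2r11*, *Vmn1r236*, *Vmn2r15* and *Vmn2r16*. None passed after Benjamini-Hochberg adjustment over the 19, a count of 0 against 5 unadjusted, and the smallest adjusted *p* was 0.109. Many more than 5 receptors would have to reach the smallest possible *p* before any could pass this adjustment, so the count of 0 decides little. In males alone 7 receptors reached the smallest *p*, and in females alone 3 did, a difference that was not tested. With the 16 libraries as the units, limma-trend on log2(RPKM + 1) gave 15 of the 19 an unadjusted *p* under 0.05, all but the 4 that follow. The exact *p* was 0.343 for *Vmn2r13*, 0.943 for *Vmn2r23*, 0.600 for *Vmn2r45* and 0.400 for *Vmn2r107*.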

Notably, *p*-values for linetype-biased expression of 4 DE receptor genes (Vmn2r13, Vmn2r23, Vmn2r45, and Vmn2r107) were > 0.05 due to differences of statistical tests: the negative binomial regression in DE gene detection and the general linear model in two-way ANOVA.

### Analysis of all-or-none SNPs

SNP data in supplemental table 7 (Data_S7) in Xu and Garland (2017) [49] were used for this analysis. SNPs that separate all 4 HR and 4 Control lines (which we term all-or-none SNPs) were selected (S1 Table) and mapped onto mouse genome (NCBI37/mm9) using UCSC Genome Browser (https://genome.ucsc.edu). We noticed that most of the all-or-none SNPs occurred in groups. Thus, we mapped those SNP clusters onto genomes (S3A Fig). Each cluster was defined—and + 0.1 Mb from the first and last SNP, respectively, observed in a specific location of the genome. Information of coding genes in each SNP cluster were extracted (S3B Fig). For some clusters, Gene-to-GO mappings was performed with PANTHER (http://pantherdb.org).

### RNAscope *in situ* hybridization

Female mice (11 Controls and 10 HRs) were utilized for this analysis. The animals were intracardially perfused with 4% Paraformaldehyde in Phosphate Buffered Saline (PBS). VNOs were dissected from perfused animals and fixed overnight. The VNO samples were decalcified in EDTA pH 8.0 for 48 hours, then cryoprotected in 15% sucrose in PBS followed by 30% sucrose in PBS. All samples were ultimately embedded in optimal cutting temperature (OCT) medium (Electron Microscopy Sciences) above liquid nitrogen and sectioned at 20 μm using Leica CM3050S Cryostat. The cross sections analyzed were from the VNO regions with clearly discernible two crescent shapes. They were collected approximately 120 μm apart from each other spanning approximately 360 μm of the VNO containing regions from each mouse. Slides were stored at -80°C until use for *in situ* hybridization staining.

RNA detection in VNOs were performed with ACD RNAscope® control and target GNAO1 (ACD # and FPR3 (ACD #503451) using RNAscope® Multiplex Fluorescent Reagent Kit v2 (ACD# 323100) Assay. Probe binding was detected with Akoya Biosciences’ Opal 690 (FP1497001KT) and 570 (FP1488001KT) Dyes at 1:750 dilution in RNAscope TSA Buffer. Nuclear staining was visualized with DAPI (EMS #17989–20). Images were acquired at 20X or 40X magnification on Zeiss Axio Imager.M2, and FPR3-positivity was quantified with a proprietary script using QuPath software [68]. Fluorescent intensity was measured by Fiji software. 4–8 slices in each animal were examined. Mann-Whitney test was used to examine statistical significance in Fig 5C and 5E.

## Supporting information

S1 Fig RPKM comparison of DE vomeronasal receptors between males and females in High Runner and Control mice. Scatter plots showing the RPKM of DE vomeronasal receptor genes in males and females from each line of HR or Control mice. Black bars represent medians.
(TIF) Click here for additional data file.

S2 Fig Two-way ANOVA tests of DE vomeronasal receptors. A table showing *p-*values for interactions, sex differences, and linetype differences in the RPKM of DE vomeronasal receptor genes in two-way ANOVA analyses. n.s., *, **, ***, and **** represent not significant, *p* < 0.05, *p* < 0.01, *p* < 0.001, and *p* < 0.0001, respectively.
(TIF) Click here for additional data file.

S3 Fig Analysis of all-or-none SNP loci in HR and Control lines of mice. (A) A schematic diagram showing the relative positions of loci containing 1 or more all-or-none SNPs. Blue triangles indicate non-chemosensory clusters, and a red triangle indicates clusters containing only chemosensory (vomeronasal) receptors. (B) A table showing chromosomal location and length of each all-or-non SNP cluster, and the number of SNPs and genes within the clusters. The row highlighted in red is the cluster containing only the vomeronasal receptor genes.
(TIF) Click here for additional data file.

S1 Table Genomic locations, *p*-value by the mixed model approach [49], and allele frequencies of the 61 all-or-on SNP loci. (XLSX) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

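RNA from the VNOs of 3 mice per pool was sequenced in 16 libraries, 1 male and 1 female pool for each of 4 HR lines and 4 Control lines. Total RNA was depleted of ribosomal RNA, directional libraries were prepared, and single-end reads of 75 nucleotides were generated. The authors aligned the reads to GRCm38 with STAR, with no mismatch accepted and reads with more than 1 location dropped. The count tables hold the number of reads the authors counted on each gene, as deposited and without normalization, and the paper's text does not name the counting tool, the annotation or the use of the strand. The RPKM tables hold the values the authors computed from these reads per gene length and library size, as deposited, without a log transform. Each table holds the 8 libraries of 1 sex. Both count tables list 24411 genes, and the table of males also lists 4 summary entries for reads not counted on genes. The RPKM tables list 24354 genes each. For 2 gene names that occur more than once, 4 entries were left out, which left 24407 genes with counts and 24350 with RPKM, 24340 of them in both. A spreadsheet had turned 27 gene names into dates, and these were used as listed. Every column of values was used.

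The columns of the male tables carry numbers within a group, and the sample titles give the line for each of these names in brackets. The RPKM of each library was set against its counts, and the departure from the scaling of its own table was at most 0.0118 on the log2 scale over genes with at least 200 counts. Between the tables, the factors that divide the counts lay at -0.0637 in females against a joint scaling over 9501 genes, which raises the female RPKM. For this reason the comparison of the sexes over lines, which had been set on log2(RPKM + 1), was made on log2 CPM, a choice made after the scaling was seen, with log2(RPKM + 1) as an alternative. The methods describe 8 libraries in 1 lane and the tables hold 8 libraries of 1 sex each, so sex and sequencing run may coincide.

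Counts on genes per library ranged from 15998552 to 70875276. The intervals given are standard errors and SD, and the number of lines limits the precision more than the number of reads does. The standard error of a log2 fold change was derived from the statistic of the edgeR test, which takes the libraries as independent. Because the male and the female library of a line correlate, it can understate the uncertainty between lines, while the SD is taken over lines. Counts of same-group libraries differed by 32.5 to 818 times counting noise (chi-square per degree of freedom), so no library was a copy of another of its linetype and sex.

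Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and tables in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. The model of the comparison of HR with Control lines held sex and linetype, and edgeR's quasi-likelihood test was used with TMM normalization and filterByExpr at a minimum count of 10. Adjusted *p* are Benjamini-Hochberg values over the genes tested, with a threshold of 0.05. Log2 CPM were computed with a prior count of 2. The same test was run for males alone, for females alone, for the interaction of sex and linetype and for sex. Cuffdiff, which the authors used, needs the alignments and was not used here. In simulated data with 16507 genes, 200 of them changed, the edgeR test called 93% of the changed genes and 8 unchanged genes. DESeq2 called 95.5% and 31 unchanged genes, limma-voom with line as a random effect 93.5% and 13, the edgeR test in male libraries 84.5% and 9, and the edgeR test on 4 line sums against 4 called 90% and 3. The simulated libraries were drawn independently, without an effect of line, and genes with few counts were not among those changed. These rates therefore do not show how the fits behave when the libraries of a line correlate, as they do in the data.

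Lines are the units of selection and are nested in linetype, so a term for line can enter only the tests of sex and of the interaction. Whether the line number pairs the male with the female library was tested on the data. After group means were removed, the male and the female library of a line had correlations across genes from 0.321 to 0.708, and from 0.724 to 0.939 across receptors. With line as a replicate block, the test of sex gave 87 genes with an adjusted *p* under 0.05. The 19 receptors were also tested with line means, by an exact two-sided permutation test for linetype and for the interaction and by an exact two-sided sign-flip permutation test over 8 lines for sex. Receptors were the genes whose symbol starts with *Vmn1r*, *Vmn2r* or *Fpr*. The genes named in the text are the 19 receptors of the paper, *Omp*, *Gnao1*, the receptors of Table 1, every other gene the paper names that the tables hold, and the 10 genes with the largest log2 fold change among those past the threshold with the same direction in each sex. *Esp1*, which the paper also names, had 0 to 5 counts per library and was not tested, and *Esp22* is not among the genes used here. *Upb1* falls outside this rule because it was not tested in females alone.

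Gene positions come from GENCODE release 21 on GRCm38. Of 24407 genes, 23604 had a position, 23309 of them under their name in that release, and of the 343 receptor genes 342 had a position. The uniqueness of a receptor is the percentage of the 75-nucleotide words of its transcripts that occur in no other gene. SNP positions are those of Table 1. The positions in S1 Table are given in the paper for another build and were not converted.

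Lists of marker genes for mature VSNs, main olfactory epithelium, keratinised epithelium, glands, blood, skeletal muscle, cartilage and bone, X inactivation (*Xist*) and the Y chromosome were written, and the value of a library on a list is the median deviation of its genes from their median over the 16 libraries. The comparisons, the rule for named genes, the marker lists and most alternatives were set before the data were examined. The alternatives were DESeq2, upper-quartile normalization, no filter on low counts, at least 10 counts in every library, no sex term, line sums, limma-voom with line as a random effect (consensus correlation 0.491), robust quasi-likelihood, limma-trend on log2(RPKM + 1) and on log2(RPKM + 0.1), each line left out in turn, and the Control line 4 female or the HR line 3 male library left out. DESeq2 on line sums and DESeq2 without a sex term were chosen after seeing the data. For each comparison of linetypes, all 35 splits of the 8 lines into groups of 4 were also tested, and for sex 100 of the swaps of sex labels within lines were drawn. In situ hybridization and the SNP analysis have no values among the data used here.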

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

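The comparisons of linetypes and of sexes, the alternative fits and the test of reads lost to variants were chosen beforehand. Every other test in this part was chosen only after the result was seen. Single genes, each marker list and the reads on genes were screened for a library far from the other 3 of its linetype and sex. The genes were the paper's DE receptors, the other receptors it lists near the SNP loci, *Omp*, *Gnao1*, *5031434O11Rik*, *Cplx1*, *Mgst2*, *Upb1* and *Vmn2r121*. Other genes that the text names were not screened singly. In 16 of 176 such groups the gap between the most distant library and its nearest neighbour exceeded Dixon's 95% critical value for 4 libraries, against 8.8 groups expected by chance. Each gap is given as a share of the range of the group.

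In the female library of Control line 4, the median of the keratinised epithelium list lay 3.22 above the median over all libraries on the log2 scale, and the gap to the next Control female library was 0.9873 of the range. Of the 21 genes of the list with reads, 19 were highest in this library. The most abundant were *Sprr1a* with 285 CPM (209 at most elsewhere), *Krt10* with 205 CPM (42.0), *Krt6a* with 171 CPM (14.0), *Perp* with 167 CPM (166), *Krt5* with 145 CPM (38.9) and *Krt14* with 111 CPM (15.8). In the other 15 libraries, 15 of the genes also had a mean of at least 1 CPM, 7 are among the genes of Fig 1, and 0 are in another list. A trait of line 4 was argued against by the male library of that line, at 0.303, within the male libraries of other lines, which reached 0.748. Keratinised tissue in this pool is a candidate explanation. Beyond a trait of line 4, no biological explanation within the design was tested.

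In the same library, *Xist* stood at 879 CPM against 1643 to 1725 CPM in the other Control females, 52.3% of their level, with a gap of 0.9275 of the range. Male tissue in the pool is argued against by *Ddx3y*, with a count of 1 where the other Control females had at most 4. A loss of nuclear RNA is argued against by 8 nuclear RNAs, of which the lowest differed by -0.33 on the log2 scale, and *Xist* by -0.93. Other tissue in the place of VSNs is argued against by *Omp*, which was not lower by as much as *Xist*. With 1951 CPM it lay within the 1267 to 2123 CPM of the other Control females, and 0.19 above their mean on the log2 scale. The median log2 difference of 6 genes that escape X inactivation was -0.23, with 5 of them below all 3 other Control females, against -0.56 for males. Mice with 1 X chromosome in the pool may explain this, as a hypothesis from the same data, since the list of escape genes was written after *Xist* was seen and includes 4 genes that differed between the sexes here. The tissue that raised the keratin genes may also express *Xist* and escape genes at another level, which was not tested.

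The Y chromosome list was highest among Control females in line 2, with a gap of 0.8305 of the range. The counts behind it were at most 4 per gene in Control females, so this library is near a count of 0 like the others, and no explanation was tested.

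For 5 receptors of the 19, single lines stood apart. Control line 2 was high for *Fpr-rs4* (gap 0.8792 of the range in females) and *Vmn2r110* (0.8699 in females). Control line 4 was low for *Vmn2r107*, with 0.9563 in females and 0.9 in males. For *Vmn1r188*, Control line 5 had 0 counts (0.9207 in females, 0.8896 in males) and HR line 7 was high (0.837 in females, 0.916 in males). For *Vmn2r23*, Control line 1 was high in males (0.8758), and HR line 3 was high in both sexes (0.8827 in females, 0.9515 in males). The male and the female library of a line are separate pools, and for each of these 5 receptors the same line stood high or low in both. Without Control line 2, the log2 fold change of *Fpr-rs4* was 5.40 and that of *Vmn2r110* 4.27, and without HR line 7 that of *Vmn1r188* was -8.64. The values of *Fpr-rs4* and *Vmn1r188* depend on the prior count, because the libraries left in 1 linetype had 0 to 4 counts of the first and 0 to 2 of the other. Variants that act on nearby receptors are a candidate explanation, since line profiles of neighbouring receptors outside the 19 had a mean absolute correlation of 0.532. Reads that a line loses to its own variants, because no mismatch was accepted, cannot be told apart from lower expression. Unmapped reads differed by -0.344 percentage points between HR and Control males, and shares of all reads say little about 1 gene. Drift between lines remains open, as the 8 lines were not tested against it.

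*Gnao1* was low in the female library of Control line 5, at 305 CPM with a gap of 0.8404 of the range, and *Upb1* was low in the male library of HR line 3, with a gap of 0.8984. The female library of HR line 3 was as low in *Upb1*, with 6 counts. Without HR line 3 the adjusted *p* of *Upb1* was 9.52e-07 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), within a range of 9.52e-07 to 0.107 over the 8 fits that each left out 1 line. No explanation was tested for either gene.

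*Cplx1* (log2 fold change 1.67), *Mgst2* (1.71) and *5031434O11Rik* (-1.46) differed between HR and Control lines with an adjusted *p* under 0.05 and are not among the genes that the paper names. Of the 35 splits of the 8 lines into groups of 4, 22 gave 4 or more genes past the threshold, so the number of genes is one that a grouping unrelated to selection often gives. These 3 genes may still differ through variants that were fixed in the HR lines, by selection or by drift, which the 22 splits leave open. *5031434O11Rik* shares bases with *Setd7* on the other strand, and *Setd7* had a log2 fold change of -0.42 (adjusted *p* = 0.0972 from the edgeR test). *Cplx1* had at most 61 counts per library, and at least 10 counts in every library left it untested.

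Between males and females, 31 genes had an adjusted *p* under 0.05, 4 higher and 27 lower in males, and 1 of the 100 drawn labellings of sex within lines, the real one, gave as many. Of the 31, 4 are on the Y chromosome, 9 on the X chromosome and 18 elsewhere, all 18 lower in males. DESeq2 gave 182 genes, 51 higher and 131 lower, and line as a replicate block gave 87, 18 higher and 69 lower, with 27 of the 31 among them. The block also brought the receptors *Vmn2r117* and *Vmn2r25*, lower in males, and *Vmn1r89*, higher in males, past the threshold, all named after their values were seen. *Vmn2r121* (X chromosome, 124124961 to 124135952), a receptor outside the 19, had a log2 fold change of -0.58 in males (adjusted *p* = 0.00571 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and was lower in the male library in 8 of 8 lines. Of its 75-nucleotide words, 93.6% occur in no other gene. Dosage of the X chromosome as a whole is argued against, as 3.95% of 532 X-linked genes were as low in males. This share does not bear on dosage of *Vmn2r121* alone, as by escape from X inactivation, which was not tested. Fewer receptor-expressing VSNs in the male pools are argued against too, as 1.06% of receptors were lower. A difference between the sequencing runs of the sexes cannot be told apart from sex, because each table holds 1 sex, and 18 genes outside X and Y were lower in males. A sex difference in *Vmn2r121* expression, or in the number of VSNs that express it, may remain, untested.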

How the results depend on the processing

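The alternatives DESeq2 on line sums and DESeq2 without a sex term were chosen after seeing the data, and no other alternative fit in this part was. The cause of a change was not tested unless one is named.

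With DESeq2, genes past the threshold between HR and Control lines rose from 4 to 30 (18 higher and 12 lower, against 3 and 1), and those in males from 0 to 11 and in females from 0 to 5. Receptors rose from 0 to 7, and the receptors named by the paper from 0 to 6. The sex difference rose from 31 genes to 182 (51 higher and 131 lower in males, against 4 and 27). The Fisher *p* of the share of receptors fell from 1 to 6.01e-07, and that of receptors within the regions on chromosomes 5 and 17 was 9.50e-05. On simulated data without an effect of line, DESeq2 called 31 unchanged genes where edgeR called 8. DESeq2 on line sums gave 12 genes, 3 receptors and 3 of those named by the paper. DESeq2 without a sex term gave 28 genes, 7 receptors, 6 of those named by the paper and 12 receptors adjusted over the families alone, against 6.

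Line sums gave 0 genes (207 with an unadjusted *p* under 0.05) and 0 receptors adjusted over the families alone, and 5 of the receptors named by the paper adjusted over the list alone, against 10. The fit has 8 samples in place of 16, and whether this lowered the counts was not tested. The log2 fold change of *Omp* became -0.0069. Limma-voom with line as a random effect gave 0 genes (262 with an unadjusted *p* under 0.05) and 10 receptors adjusted over the families alone. Line sums and limma-voom call no gene, so the share of receptors and their place in the regions have no value there. At least 10 counts in every library gave 2 genes, as *Cplx1* and *Upb1* were no longer tested. Limma-trend on log2(RPKM + 1) and on log2(RPKM + 0.1) gave 4 genes each, 2 higher and 2 lower and 3 of them shared with the 4, 1 receptor each, 1 of those named by the paper each, and 11 receptors adjusted over the families alone each. With no filter on low counts, 19 genes differed between the sexes. With line as a replicate block this number was 87, with 4 receptors in place of 1, and the block gave 0 genes for the interaction, as without it (361 with an unadjusted *p* under 0.05).

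Across the 8 fits that each left out 1 line, the number of genes ran from 1 (without Control line 1 or HR line 7) to 17 (without Control line 2), with 9 without HR line 3 and 10 without Control line 5. It ran from 0 to 1 in males, the 1 without HR line 3, and from 0 to 2 in females, the 2 without Control line 2. The sex difference ran from 13 to 25 genes. Receptors ran from 0 to 6, and so did those named by the paper, with the 6 without Control line 2. In that fit, Fisher's exact test gave *p* = 2.55e-07 for the share of receptors and 1.55e-05 for receptors within the regions. The lowest of either *p* with any other line left out was 0.0668, without HR line 8. Adjusted over the families alone, receptors ran from 4 to 17, again without Control line 2, and the receptors named by the paper, adjusted over the list alone, ran from 6 to 12. The log2 fold change of *Omp* ran from -0.076 to 0.15, negative without HR line 8 and without Control line 5 (-0.04). That of *Vmn2r23* ran from -3.01 to 2.18, reversed without Control line 1, which had 2908 and 2509 counts where the other Control libraries had 12 to 60, and it was 1.03 in DESeq2 without a sex term.

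Of 490 log2 fold changes of named genes under alternatives, 442 kept their direction and their side of the threshold, 21 no longer passed it, 25 newly passed it and 2 reversed. For the 19 receptors these were 379, 0, 25 and 2 of 406, and 10 of the 19 passed the threshold under at least 1 alternative. In females alone, 3 of the 19 receptors reached the smallest *p* of the exact test over lines, against 5 for line means. On log2(RPKM + 1), 7 groups of 4 libraries stood out in the marker lists, against 3 on log2 CPM. Upper-quartile normalization, robust quasi-likelihood and leaving out the Control line 4 female library gave 4 genes each, no sex term gave 3, and leaving out the HR line 3 male library gave 5.

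The depth limits the genes with few counts. *Cplx1* had 5 to 61 and *Upb1* 1 to 700 counts per library, and the filter leaves genes with fewer counts untested. The 8 lines limit the exact tests, whose smallest *p* is 0.0286 for linetype.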

Differences from the paper's values

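Alternatives other than DESeq2 on line sums and DESeq2 without a sex term were set before the data were examined. The paper's number of DE genes is 132, and 4 genes had an adjusted *p* under 0.05 here. No alternative set before the data were examined closed the gap, with 0 to 30 genes, the 0 from line sums and limma-voom, which had 207 and 262 genes with an unadjusted *p* under 0.05. Of the genes of Fig 1, *Upb1* is among the 4. DESeq2 also gave *Arhgap8*, *Lgals9*, *Zfp605* and the receptors *Vmn1r236*, *Vmn2r9*, *Vmn2r11*, *Vmn2r15*, *Vmn2r16* and *Vmn2r99*. The edgeR test without Control line 2 also gave *Cep250*, *Lgals9* and the receptors *Fpr3*, *Fpr-rs4*, *Vmn1r236*, *Vmn2r99*, *Vmn2r102* and *Vmn2r110*. Without HR line 3 it gave *Abcb10*, *Fam20b* and *Tor3a*, without Control line 4 *Vmn2r11* and *Zfp605*, and without HR line 8 *Arhgap8* and *Vmn2r16*. Limma-trend on both RPKM scales gave *Vmn2r16*. DESeq2 on line sums, chosen after seeing the values, gave *Vmn1r236*, *Vmn2r11* and *Vmn2r99*. DESeq2 without a sex term, chosen after seeing the values, gave *Arhgap8*, *Fam20b*, *Gm13157*, *Lgals9*, *Zfp605* and the receptors *Vmn1r236*, *Vmn2r9*, *Vmn2r11*, *Vmn2r15*, *Vmn2r16* and *Vmn2r99*. *Vmn1r196*, which DESeq2 and the fit without HR line 3 gave, is not among the paper's receptors.

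The paper's number of DE receptors is 19, and 0 receptors had an adjusted *p* under 0.05 here, where 30 had an unadjusted *p* under 0.05. No alternative set before the data were examined closed this gap, with 0 to 7 receptors. The paper's number of these receptors whose *p* for linetype was above 0.05 is 4, and 14 of the 19 had an exact *p* above 0.05 over lines. It was 14 as well in the exact test on log2(RPKM + 0.1), on RPKM without log and on log2 CPM. Among the fits of all genes set before the data were examined, limma-trend on log2(RPKM + 1) and on log2(RPKM + 0.1), with the 16 libraries as the units, gave 4, the paper's number, with the same receptors that the paper names, *Vmn2r13*, *Vmn2r23*, *Vmn2r45* and *Vmn2r107*. Only these fits reached the paper's number. Limma-voom with line as a random effect and the edgeR test without the Control line 4 female library gave 5 each and no sex term gave 6, which is at most 1.5 times the paper's number, the limit used here for a count to differ. The other fits that gave each of the 19 a *p* gave 7 to 13, the 13 from line sums, and did not close the gap.

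The paper's length of the chromosome 5 cluster is about 1 Mb, and the 6 receptors span 0.578 Mb in GENCODE on GRCm38. The run of receptor genes there with gaps of at most 500 kb, computed after seeing the values, spans 0.667 Mb. The paper's number of *Vmn1r* genes in the interval of the SNP loci on chromosome 17 is 14, and 7 lie within the interval bounded by the loci with a margin of 100 kb. The run of receptor genes around it, computed after seeing the values, holds 14. The paper's distance of rs33447983 from *Vmn2r99* is 8421 bp, and it is 1913 bp in GENCODE. The paper's distance of rs29522462 from *Vmn2r110* is 524 bp and that of rs33463529 from *Vmn1r228* is 2066 bp, and both loci lie within these genes in GENCODE, at a distance of 0 bp. No alternative was set for these positions.

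The paper's number of reads is about 1400 M per sample and about 11000 M per lane of 8 libraries. The count tables of the 8 male libraries list 67.22 M reads per library on average and 537.8 M in all. No alternative was set for the depth.

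The fold changes that the paper gives in its text for *Fpr-rs4*, *Vmn2r16* and *Fpr3*, and the 17 in Fig. 2B other than those of *Fpr-rs4* and *Vmn2r16*, read by eye, showed 0 differences. A log2 fold change counted as different if its sign was opposite or it lay farther away than its standard error. The fold change of *Fpr3* had to exceed both its error and a ratio of 1.5. Where the standard error is large, as the 1.39 of *Vmn2r45*, a wide gap would not count as a difference. The paper calls *Fpr-rs4* the most upregulated receptor, which holds in the edgeR test at 2.15, while on log2(RPKM + 1) 6 receptors lay above *Fpr-rs4* at 1.42, with *Vmn2r8* the highest at 2.89. On log2(RPKM + 0.1), *Fpr-rs4* at 3.22 was below *Vmn2r8* alone, at 3.69. The paper places *Vmn1r188* on chromosome 10, and GENCODE places it on chromosome 13. The paper states that no receptor of the 19 had a low *p* for sex or for the interaction, and 3 had an unadjusted exact *p* under 0.05 for sex and 1 for the interaction, with 0 after adjustment over the 19. In either exact test, 1 receptor alone at the smallest possible *p* could not pass this adjustment. The paper states that differentiated SNP loci do not surround the cluster on chromosome 5, and S1 Table lists 9 loci on chromosome 5 from 108494055 to 109004064 in the paper's other build, which was not converted.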

Other observations

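The test of the other receptors in the regions and those of reads shared between paralogs and of reads lost to variants were chosen beforehand, and all other tests in this part were chosen only after the result was seen.

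Of the 35 splits of the 8 lines into groups of 4, the real one included, 18 gave at least 6 receptors with an adjusted *p* under 0.05 over the families alone. For receptors outside the 19 in the regions on chromosomes 5 and 17, 8 of 35 splits gave at least 7 with an unadjusted *p* under 0.05. In both sexes together, 35 of 35 splits gave at least the 545 genes with an unadjusted *p* under 0.05 of the real one (median 1153), and 29 of 35 gave at least its 30 receptors with an unadjusted *p* under 0.05. The number of genes with an unadjusted *p* under 0.05 was reached by 32 of 35 splits in males, by 28 of 35 in females and by 27 of 35 for the interaction. The grouping into HR and Control lines did not stand out with a high number among the 35 in any of these counts.

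The split of lines 1, 2, 7 and 8 against lines 3, 4, 5 and 6 gave 5244 genes with an adjusted *p* under 0.05, the most of all 35. On the gland list, the lines of the second group lay at 0.34 to 1.54 and those of the first at -2.18 to -0.54. The most abundant genes of the list were *Dmbt1*, with 20366 ± 8727 CPM in lines 3, 4, 5 and 6 and 3269 ± 2121 CPM in the other 4 lines, and *Ltf*, with 4418 ± 1052 and 1314 ± 421 CPM. Of the 14 genes of this list 13 had reads, 12 had a mean of at least 1 CPM, 2 are among the genes of Fig 1 and 0 are in another list. Gland tissue in the pools is a candidate explanation of this split, with 0.34 as the lowest of the higher lines. These values are line means, and the female libraries of Control line 1, at 0.577, and of Control line 4, at -0.474, went the other way. In males alone the split gave 4549 genes with an adjusted *p* under 0.05. In females alone it gave 0, with 2678 at an unadjusted *p* under 0.05. The lists of mature VSNs (0.08 to 0.31 against -0.27 to -0.05 in the second group), of blood and of cartilage and bone also separated the groups, so other differences in dissection or in the tissue of these lines remain open, and a line difference in gland expression was not tested.

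The marker lists ranged over the 16 libraries as follows. Mature VSNs ranged from -0.56 in the Control line 5 female library to 0.39 in the Control line 2 male library, and main olfactory epithelium from -0.46 to 0.30. The median of the olfactory list hides genes that moved apart. *Cnga2* had 0.102 CPM in lines 1, 2, 7 and 8 and 1.44 ± 1.07 CPM in lines 3, 4, 5 and 6. *Stoml3* had 0.240 and 2.07 ± 1.53 CPM. The more abundant *Adcy3*, *Ano2* and *Rtp1* were lower in lines 3, 4, 5 and 6. A narrow range of this list therefore does not show that olfactory tissue was even. Keratinised epithelium ranged from -0.62 to 3.22, glands from -2.34 to 1.78, blood, with 1 of 5 genes read, from -1.03 to 1.88, skeletal muscle from -0.15 to 0.23, and cartilage and bone from -0.91 to 1.53. *Xist* ranged from -7.18 to 4.88 and the Y chromosome list from -5.67 to 4.42.

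Of the genes of Fig 1 outside the receptors that were tested, 50 had an unadjusted *p* under 0.05. For 17.6% of those tested, the female library of Control line 4 had the highest CPM, against 5.46% of all genes tested. The male library of HR line 3 was highest for 6.86%, against 6.60%. Fig 1 names 11 *Krt* genes. Keratinised tissue in the Control line 4 female pool may account for part of these genes, by the 17.6%, while the rest remains open.

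Line profiles of neighbouring receptors outside the 19, after the linetype means were removed, had a mean absolute correlation over the 8 lines of 0.532 for 627 combinations within 200 kb, against 0.353 for those on different chromosomes (permutation test, *p* = 0.0001, the smallest that 10000 permutations allow). Reads shared between paralogs are argued against, as 68 combinations of receptors with at least 99% unique words still had 0.485, against 0.359 (permutation test, *p* = 0.0001). Variants that act on nearby receptors are a candidate explanation. Reads lost to variants under alignment without mismatches cannot be told apart from this, as the difference in unmapped reads of -0.344 percentage points between HR and Control males (exact two-sided permutation test, *p* = 0.429) covers all reads and not receptors alone. Uniqueness and the absolute log2 fold change had a Spearman correlation of -0.0985 across 283 receptors (permutation test, *p* = 0.0971), and the median unique share was 92.3% for the 19 and 94.97% for the other receptors tested. Genes are not independent replicates.

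Control line 2 was the Control line nearest the HR lines for 8 of the 9 receptors of the 19 on chromosome 17, for 11 of 29 other receptors of that region (37.9%), for 1 of 6 receptors of the 19 on chromosome 5 and for 31.8% of the receptors elsewhere. At the 8 SNP loci on chromosome 17, the paper's allele frequencies in S1 Table are 0.95, 0.556, 1 and 0.667 in Control lines 1, 2, 4 and 5, against 0 in HR lines. The allele frequencies may explain the place of line 2 in part. Line 5 had a close frequency, yet it was the nearest line for 0 of the 9 receptors. Its *Fpr3* level was 4.55 CPM, against 13.5 CPM in line 2 and 12.1 CPM in HR line 3, the lowest HR line. Frequency at these loci alone leaves this gap open. A line that resembles HR by drift elsewhere on chromosome 17 cannot be told apart from an effect of these loci. The reason is that all 9 receptors were chosen for their difference between the linetypes and 4 Control lines give few ranks.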
